A study of Homo sapiens with 9 samples.

How the data were processed

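Gene expression was measured by RNA-seq in 9 xenograft tumors of Ishikawa cells, an established human endometrial adenocarcinoma line. The tumors carried wild-type estrogen receptor alpha (gene ESR1, abbreviated WT) or 1 of the ligand-binding-domain substitutions D538G and Y537S, with 3 tumors per genotype. Per the labels' protocols, 1000000 cells were placed under the skin of ovariectomized immunodeficient mice aged 6 to 9 weeks that received no estrogen, and tumors were collected on day 34. About 30 mg of frozen tumor gave the RNA, and 500 ng of RNA went into each stranded, ribosomal-RNA-depleted library, also per the labels' protocols. Every tumor of a genotype came from clone 1 of that genotype per the labels, so genotype and clone cannot be told apart in any comparison.

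The values are raw counts per gene symbol that the authors deposited as unnormalized counts of reads assigned unambiguously to human, with 1 column per tumor. The aligner, the counting tool, the genome build, the annotation, the strand setting and the tool that separated human from mouse reads are not stated. The counts were used as deposited. Each column was assigned to its tumor by its name, which is the tumor's title, and no column belonged to another sample. Because the build is not stated, no coordinates are given, and neighbouring genes were taken from the order in which the table lists them. Of 23628 adjacent pairs of symbols that RefSeq GRCh38.p14 also holds, 98.64% lay near each other there.

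The table held 26364 gene symbols. Library totals ran from 54219684 to 86603170 counts. A floor of 3 counts, used as the smallest level a library can show, corresponded to 0.0346 to 0.0553 CPM (counts scaled to a library total of 1000000). These floors cover counting error only, because PCR copies are not independent molecules. Replicate libraries were compared pairwise by a chi-square test of their counts. The statistic per degree of freedom was 10.0 to 65.4 in the 9 pairs within groups, so no pair agreed within sampling noise and each library was counted as 1 replicate.

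Genes were kept by edgeR's filterByExpr with default settings, which left 18691 genes. Normalization used TMM (trimmed mean of M-values), with factors from 0.948 to 1.05. Differential expression used edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on all 9 libraries with 1 mean per genotype and no covariate, for D538G against WT, Y537S against WT and D538G against Y537S. All tests were two-sided. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called different. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Expression levels are TMM-normalized CPM, given as mean and SD over 3 tumors. Where every library of a group was at or under 3 counts, the fold was computed against the floor and is a lower bound.

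Lists of 64 estrogen response genes, 50 cell cycle genes, 35 hypoxia genes and 26 stromal and blood genes were written from general knowledge of the field, not from these counts. The estrogen response, cell cycle and hypoxia lists were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 list tests. The genes named in the report follow a fixed rule. They are ESR1 and a panel of 8 genes whatever their values (PGR, GREB1, TFF1, PDZK1, CXCL12, MYC, CCND1 and MKI67), and up to 5 higher and 5 lower genes per comparison. The latter had the largest log2 fold changes among called genes with an average log2 CPM of at least 1 and no overlap between the groups. Up to 3 genes called in opposite directions in the mutants were added under the same conditions. A gene that this rule selects is not reported here. The lists, the naming rule, the groups, the tests and most alternatives were fixed before the data were examined.

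The alternatives fixed in advance were DESeq2's size factors, library size only, upper-quartile factors, no low-count filter, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, fits of only the groups compared, the replicate number as a block, leaving out each library in turn, a log2 fold change of at least 1, camera with the inter-gene correlation estimated from the data, and separate WT libraries for each mutant, in which the correlation was computed on differences of mean log2 CPM over 6 assignments of the WT libraries. Corrections for GC content and for gene length, thinning to equal depth, the block with the GC correction and removal of runs of neighbouring genes were chosen after seeing the data. GC content and length came from the longest GENCODE v29 transcript of each symbol, and 23774 of the 26364 symbols had a match. The replicate numbers come from the tumors' titles. They name different tumors and were not used in the main comparisons.

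The scripts were tested on simulated data. Counts for 18691 genes were drawn from the real means and library sizes with 200 genes changed by 1 in size and 60 genes of a list raised by 0.5 on the log2 scale in 1 group, and 50 neighbouring genes lowered by 1 in another. Of the 200 genes 199 were tested and edgeR recovered 133 of them. Of its 167 calls 7.19% were false, counting the 60 list genes as truly changed. DESeq2 recovered 71.4% with 19.4% false calls. In the comparison that held only the neighbouring genes as changes, edgeR made 3 calls among 18443 unchanged genes. A simulated GC bias gave 8937 calls before the GC correction and 32 after it. Figures were drawn with matplotlib in Python 3.11.15.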

Results

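RNA-seq counts of human reads were obtained from 9 xenograft tumors of Ishikawa endometrial adenocarcinoma cells, grown for 34 days in ovariectomized mice without estrogen. The groups were WT, D538G and Y537S, with 3 tumors each and 1 clone per genotype. The design asks how each receptor mutation changes gene expression in tumors and where the mutations differ from each other. The WT libraries held 67030698, 63518734 and 66027703 counts. The D538G libraries held 54219684, 70759242 and 62625413 counts, and the Y537S libraries held 86603170, 72709713 and 71424945. The 10 most abundant genes took 5.12% to 6.59% of the counts of a library. Of 26364 gene symbols, 18691 passed the low-count filter.

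Libraries grouped by genotype. Across genes, the correlation of log2 CPM was 0.986 to 0.991 between tumors of the same genotype. It was 0.953 to 0.956 between WT and D538G, 0.953 to 0.961 between WT and Y537S, and 0.967 to 0.971 between the mutants. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 47.8% of the variance and placed WT tumors between -77.5 and -73.5 and mutant tumors between 28.7 and 45.1. The second held 28.4% and placed D538G tumors between 49.2 and 52.5 and Y537S tumors between -51.3 and -49.3. The third held 5.89%. The edgeR common dispersion was 0.0179.

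ESR1 itself was expressed in every tumor. Its level was 613.6 ± 14.3 CPM in WT (SD, n = 3), 491.0 ± 24 CPM in D538G (SD, n = 3) and 477.2 ± 41.0 CPM in Y537S (SD, n = 3). The log2 fold change against WT was -0.32 ± 0.076 (SE) in D538G, with an edgeR quasi-likelihood adjusted p of 0.00631. It was -0.36 ± 0.076 (SE) in Y537S, with an edgeR adjusted p of 0.00284. Each of the 3 tumors of either mutant was below all 3 WT tumors. The mutants did not differ in ESR1 level (log2 fold change 0.04 ± 0.076 (SE), edgeR adjusted p = 0.746). Tumors carry replicate numbers, and the deviations of same-numbered tumors from their group means had mean correlations of 0.016 (D538G and WT), -0.037 (Y537S and WT) and -0.071 (D538G and Y537S). With the replicate number as a block, the ESR1 log2 fold changes were -0.32 (edgeR adjusted p = 0.00935), -0.37 (edgeR adjusted p = 0.00467) and 0.04 (edgeR adjusted p = 0.745). The deposited counts do not show which allele each read came from, so the genotypes are those of the labels.

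**Figure D1:**
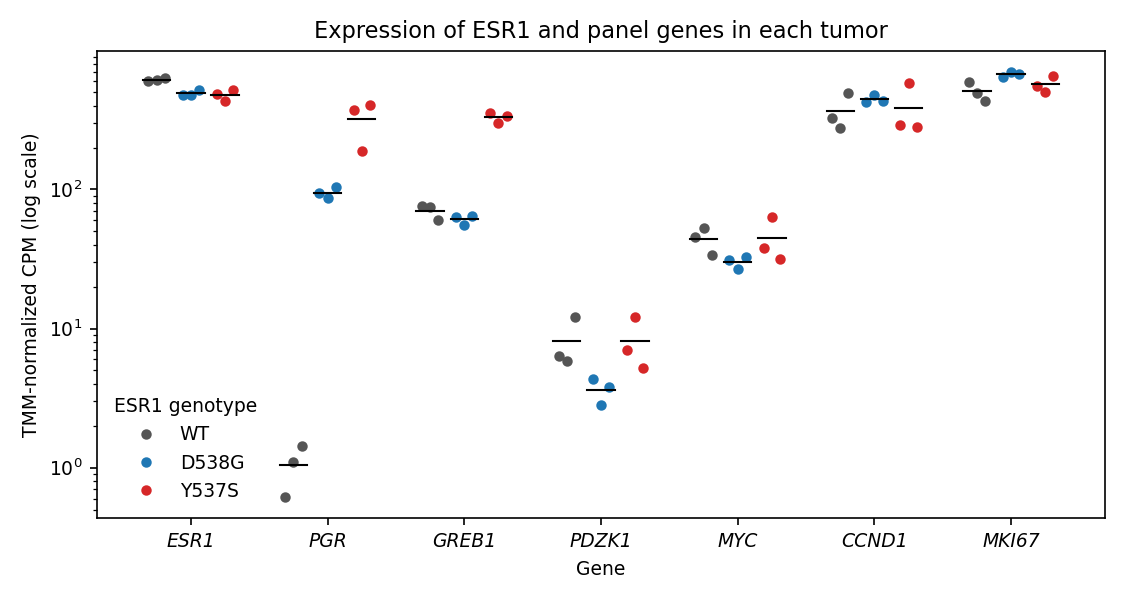
TMM-normalized CPM (log axis) of ESR1 and the 6 panel genes that were tested, by ESR1 genotype; each point is 1 tumor (n = 3 per genotype) and the horizontal lines are means. PGR rose from a mean of 1.06 CPM in WT to 94.6 CPM in D538G and 322 CPM in Y537S, while GREB1 was at 70.2, 61.3 and 331 CPM.

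Genes known for estrogen regulation or proliferation were examined next. PGR was at 1.06 ± 0.41 CPM in WT, 94.6 ± 8.95 CPM in D538G and 322 ± 117 CPM in Y537S (SD, n = 3 each). Its log2 fold change was 6.48 ± 0.34 (SE) in D538G (edgeR adjusted p = 1.08e-07) and 8.25 ± 0.35 (SE) in Y537S (edgeR adjusted p = 4.47e-08). PGR was lower in D538G than in Y537S by the direct comparison (log2 fold change -1.77 ± 0.25 (SE), edgeR adjusted p = 0.000362). In D538G against WT, PGR lay in a stretch of 25 neighbouring genes with a raised median log2 fold change of 0.853. The median of its 24 nearest tested genes was 0.14. GREB1 was at 70.2 ± 8.87, 61.3 ± 4.72 and 331 ± 29 CPM in WT, D538G and Y537S (SD, n = 3 each). GREB1 rose in Y537S (log2 fold change 2.24 ± 0.11 (SE), edgeR adjusted p = 9.82e-08) and was not called different in D538G (log2 fold change -0.20 ± 0.10 (SE), edgeR adjusted p = 0.153). The direct comparison gave a log2 fold change of -2.43 ± 0.11 (SE) for D538G against Y537S, with an edgeR adjusted p of 4.33e-08. Over the alternatives the adjusted p of GREB1 in D538G against WT ran from 0.0237 to 0.423, and it passed in 1 of them. With the replicate block the PGR log2 fold changes were 6.51 (D538G), 8.22 (Y537S) and -1.71 (between mutants), and those of GREB1 were -0.20, 2.23 and -2.43.

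PDZK1 was lower in D538G than in WT (log2 fold change -1.16 ± 0.34 (SE), edgeR adjusted p = 0.0200) and lower than in Y537S (log2 fold change -1.15 ± 0.34 (SE), edgeR adjusted p = 0.0298). Across the alternatives the edgeR or DESeq2 adjusted p of these PDZK1 comparisons ran from 0.00593 to 0.0894 and from 0.0117 to 0.114. With the replicate block they were 0.0436 and 0.0597, at log2 fold changes of -1.13 and -1.16. PDZK1 did not differ between Y537S and WT (log2 fold change -0.0047 ± 0.33 (SE), edgeR adjusted p = 0.994). MKI67 was higher in D538G than in WT (log2 fold change 0.41 ± 0.12 (SE), edgeR adjusted p = 0.0192, range over the alternatives 0.00433 to 0.0677, with the replicate block 0.0363). Neither Y537S against WT (edgeR adjusted p = 0.258) nor the mutants against each other (edgeR adjusted p = 0.192) passed for MKI67. MYC and CCND1 passed in no comparison, with edgeR adjusted p from 0.0785 to 0.975 for MYC and from 0.444 to 0.853 for CCND1. Some alternatives changed this. MYC passed in 4 alternatives for D538G against WT (adjusted p over the alternatives 0.0102 to 0.234) and in 1 between the mutants (0.0282 to 0.375), and CCND1 in 1 between the mutants (0.0288 to 0.974). TFF1 had 0, 0 and 0 counts in WT, 0, 6 and 2 in D538G and 14, 2 and 3 in Y537S. CXCL12 had 0 counts in all WT and D538G libraries and 11, 1 and 4 in Y537S. Both were removed by the low-count filter. Without a filter TFF1 passed in Y537S against WT (edgeR adjusted p = 0.0471) but not in D538G against WT (edgeR adjusted p = 0.125) or between the mutants (edgeR adjusted p = 0.660). CXCL12 passed in no comparison without a filter, with an edgeR adjusted p of 0.0713 in Y537S against WT and 0.109 between the mutants.

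In D538G against WT, edgeR called 6825 of 18691 genes (36.5%) at an adjusted p under 0.05, 3442 higher and 3383 lower. The requirement that moved this count most was a log2 fold change of at least 1 in size, which left 2209 genes, 863 higher and 1346 lower. With the replicate block edgeR called 5991 genes, where same-numbered tumors had a mean correlation of deviations of 0.016. With library size only 2998 were higher and 3719 lower, and with upper-quartile factors 2868 were higher and 3932 lower. The 3 tumors of one genotype did not overlap the 3 of the other in 51.1% of genes, where chance gives 10%. The genes with the largest rise were near absent in WT. MAGEC2 reached 42.0 ± 6.99 CPM in D538G (SD, n = 3), at least 902-fold above the floor in WT. ZNF667, ZNF99 and ZNF677 were at least 460-fold, 242-fold and 160-fold higher in D538G. ZNF354C rose from 0.058 ± 0.028 to 35.1 ± 0.98 CPM (SD, n = 3 each), a log2 fold change of 9.17 ± 0.24 (SE). The edgeR adjusted p of these 5 genes ran from 1.43e-09 to 6.06e-07. BCHE fell from 8.64 ± 1.68 CPM in WT (SD, n = 3) to the floor, at least 160-fold lower in D538G. The log2 fold change was -8.15 for B3GALNT1, -7.95 for CDH7, -6.91 for PLXDC2 and -6.62 for FLRT2. The edgeR adjusted p of these 5 lower genes ran from 2.88e-09 to 1.78e-06. ZNF99 and ZNF728 lie in 1 stretch of neighbouring zinc finger genes that were raised together in D538G.

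In Y537S against WT, edgeR called 7574 genes (40.5%), 3714 higher and 3860 lower. With a log2 fold change of at least 1 in size, 2505 genes remained, 864 higher and 1641 lower. The replicate block gave 6783 genes, where the mean correlation of deviations was -0.037. The direction of the calls depended on the scaling. With library size only, 2533 were higher and 4896 lower, and with upper-quartile factors 2655 were higher and 4795 lower. Groups did not overlap in 49.0% of genes. KCNIP4-IT1 was at least 225-fold and ADGB at least 212-fold higher in Y537S. ITIH5 rose from 0.15 ± 0.14 to 138 ± 54.5 CPM (SD, n = 3 each), a log2 fold change of 9.81 ± 0.50 (SE). NCKAP5 had a log2 fold change of 8.37 ± 0.41 (SE), and PGR was the fifth gene by this ranking. These 5 genes had edgeR adjusted p from 3.21e-08 to 2.43e-06. They were also called higher in D538G, by log2 fold changes of 9.05 for ITIH5, 8.18 for NCKAP5 and 6.48 for PGR and by at least 29.4-fold for KCNIP4-IT1 and 73.0-fold for ADGB. The genes with the largest fall in Y537S were GSTM4 (log2 fold change -8.26), UG0898H09 (-7.71), PLA2G16 (-6.77), ZNF462 (-6.23) and CACNG4 (-5.88), with edgeR adjusted p from 7.51e-10 to 8.61e-06. In D538G the log2 fold changes of the same genes were -1.23, -3.07, -0.54, -2.99 and -3.04.

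Several named genes have uncertain counts. The zinc finger genes, MAGEC2 and GSTM4 belong to multigene families, and KCNIP4-IT1 lies within another gene. How the counting divided reads between such genes, and whether it used the strand, is not stated.

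**Figure D2:**
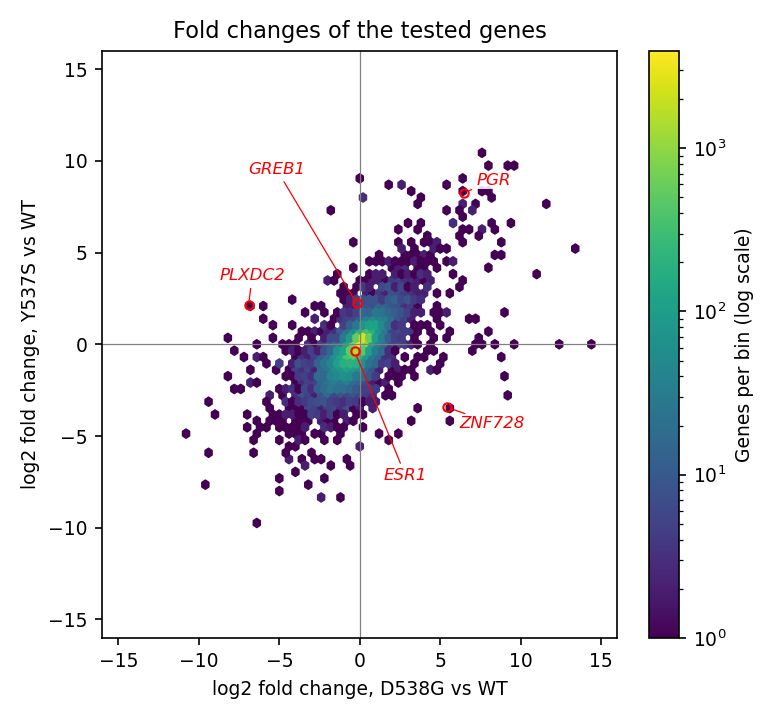
Log2 fold change of Y537S against WT plotted over that of D538G against WT for 18691 genes, coloured by the number of genes per bin on a log scale; named genes are circled. PLXDC2 fell in D538G and rose in Y537S, ZNF728 did the reverse, and the correlation across genes was 0.662.

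The mutants shared many differences from WT. Both passed in 4551 genes, and 4330 of these (95.1%) changed in the same direction, 2106 higher and 2224 lower. This balance depended on the scaling, with 1545 higher and 2646 lower with library size only and 1550 higher and 2717 lower with upper-quartile factors. Of the genes that changed in the same direction, 1119 also differed between the mutants by the direct test. Pearson's r of the log2 fold changes was 0.662 across genes, which are not independent replicates. Both comparisons use the same WT libraries, and r was 0.588 when each mutant was compared with separate WT libraries. The 0.588 was computed on differences of mean log2 CPM, so it is not on the scale of the edgeR fold changes. All WT libraries come from 1 clone. Separate WT libraries therefore cannot remove sharing that comes from a property of that clone. With the replicate block 3769 genes changed in the same direction and 182 in opposite directions, and r was 0.663. An r as large as 0.662 arose in 42 of 100 splits of the 9 libraries into 3 groups, the real one included, although most of these splits mix genotypes and so carry genotype differences. Opposite directions were found in 221 genes, 140 higher and 81 lower in D538G. CNTN3 had a log2 fold change of 5.61 ± 0.26 (SE) in D538G and was at least 4.39-fold lower in Y537S. PLXNA2 had log2 fold changes of 3.79 ± 0.29 (SE) and -3.51 ± 0.39 (SE), and ZNF728 of 5.44 ± 0.35 (SE) and -3.43 ± 0.60 (SE). The edgeR adjusted p of these 3 genes ran from 4.36e-08 to 0.000891. A further 2274 genes were called only in D538G, of which 1120 differed between the mutants by the direct test, and 3023 were called only in Y537S, of which 1487 did.

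The direct comparison of D538G with Y537S called 4450 genes (23.8%), 2260 higher and 2190 lower in D538G. With a log2 fold change of at least 1 in size there were 1314, 769 higher and 545 lower. The replicate block gave 3677 genes, where the mean correlation of deviations was -0.071. With library size only, 2925 were higher and 1685 lower. Groups did not overlap in 42.0% of genes. MAGEC2, ZNF354C, ZNF99, CNTN3 and ZNF677 were higher in D538G by at least 976-fold, 816-fold, 261-fold, 215-fold and 174-fold, each against Y537S libraries at the floor. PLXDC2 was at 0.32 ± 0.32 CPM in D538G and 159 ± 7.0 CPM in Y537S (SD, n = 3 each), a log2 fold change of -9.05 ± 0.30 (SE). The log2 fold change was -8.37 for B3GALNT1 and -7.97 for GPC6. BCHE was at least 17.2-fold lower in D538G. The edgeR adjusted p of these 9 genes ran from 9.50e-10 to 0.000255.

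**Figure D3:**
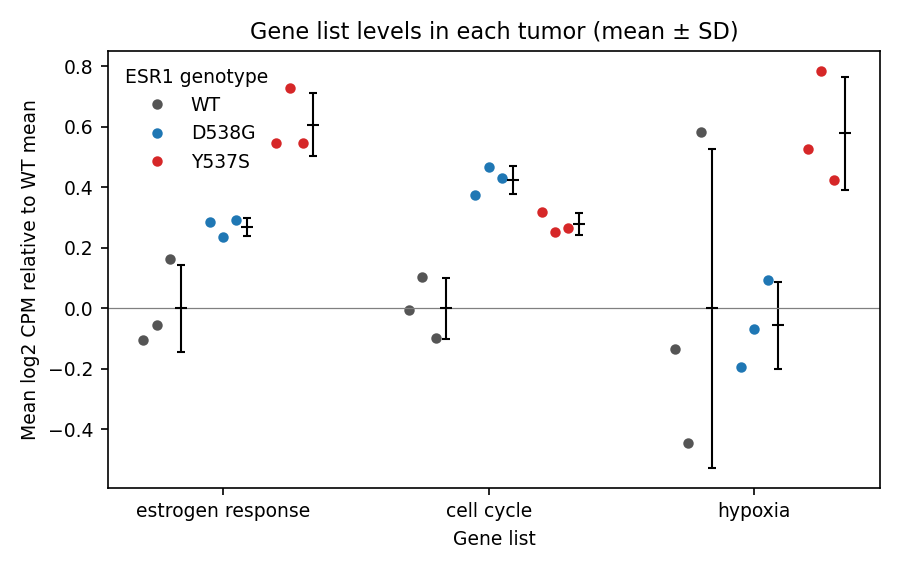
Mean log2 CPM of the tested genes of each list in each tumor, relative to the WT mean; points are tumors (n = 3 per genotype), and horizontal ticks with bars are mean ± SD. Y537S tumors lay between 0.55 and 0.73 on the estrogen response list, above all WT tumors (-0.11 to 0.16), and the WT tumors spread from -0.45 to 0.58 on the hypoxia list.

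Fixed gene lists were compared next. The estrogen response list, with 60 of 64 genes tested, had a mean log2 fold change of 0.69 in Y537S against WT (camera in limma, adjusted p = 3.64e-07). The median over its genes was smaller, at 0.23. In this list 30 genes were higher and 11 lower, and 41 passed when adjusted over the list alone. In D538G against WT the mean was 0.33 (camera adjusted p = 0.0775) and the median 0.085. Here 22 genes were higher and 15 lower, and 39 passed over the list alone. D538G was below Y537S by the direct test (mean log2 fold change -0.36, median -0.30, camera adjusted p = 4.26e-06). In that comparison 8 genes were higher and 29 lower, and 40 passed over the list alone. Leaving out 1 library gave means from -0.46 to -0.20 for this comparison, the weakest without Y537S tumor 2. The camera p-values depended on whether the correlation between genes was fixed at 0.01 or estimated. For this list the estimate was only 0.034 in Y537S against WT and 0.040 between the mutants. An estimated correlation also makes camera test on the residual degrees of freedom of the fit. For this list the rise in p therefore reflects more than the correlation itself. With that correlation estimated from the data, no list passed, and the camera adjusted p of the estrogen response list was 0.0759 in Y537S against WT, where the alternatives ran from 9.88e-09 to 0.0759. The D538G comparison passed under some alternatives, with a camera adjusted p from 0.0267 to 0.435. One of these was the replicate block, where the mean was 0.34 (camera adjusted p = 0.0355) for D538G, 0.69 (camera adjusted p = 3.79e-08) for Y537S and -0.35 (camera adjusted p = 1.27e-06) between the mutants. Same-numbered tumors had mean correlations of deviations from -0.071 to 0.016.

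The cell cycle list of 50 genes had mean log2 fold changes of 0.42 in D538G (camera adjusted p = 6.93e-12) and 0.28 in Y537S (camera adjusted p = 4.99e-06) against WT. In D538G 42 of its genes were higher and 0 lower, with 47 passing over the list alone, and in Y537S 26 were higher and 0 lower, with 30 passing. The list was higher in D538G than in Y537S by 0.14 (camera adjusted p = 0.00277), with 10 genes higher, 0 lower and 8 passing over the list alone. With the correlation estimated from the data the camera adjusted p was 0.379, 0.435 and 0.540 in these 3 comparisons. With the replicate block the means were 0.42 (camera adjusted p = 2.98e-11), 0.28 (camera adjusted p = 8.42e-06) and 0.14 (camera adjusted p = 0.00444).

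The hypoxia list of 35 genes had a mean log2 fold change of 0.52 in Y537S against WT (camera adjusted p = 1.04e-05), with 19 genes higher, 1 lower and 21 passing over the list alone. It did not pass in D538G against WT (mean log2 fold change -0.14, camera adjusted p = 0.949), with 5 genes higher, 5 lower and 9 passing over the list alone. D538G was below Y537S (mean log2 fold change -0.65, camera adjusted p = 9.01e-08), with 0 genes higher, 23 lower and 24 passing over the list alone. With the correlation estimated from the data the camera adjusted p was 0.456 for Y537S against WT and 0.435 for the mutants. With the replicate block the means were 0.57 (camera adjusted p = 2.07e-06) in Y537S, -0.10 (camera adjusted p = 0.945) in D538G and -0.67 (camera adjusted p = 3.00e-09) between the mutants. WT tumors differed among themselves on this list, with an SD of 0.53. WT tumor 3 was at 0.58, within the range of the Y537S tumors (0.42 to 0.79). Without this tumor the mean log2 fold change of D538G against WT became 0.23, with a camera adjusted p of 0.00706, against a range of 0.00706 to 0.997 over all alternatives. The mean of Y537S against WT became 0.89 without WT tumor 3 and 0.33 without WT tumor 2.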

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

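The counts of other splits of the libraries were chosen in advance, while the tests of GC content, gene length, depth, neighbouring genes and mouse reads were chosen only after the results were seen. What follows concerns differences between the effects of D538G and Y537S. The values against WT are given beside them, and not all of those passed a test.

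The direct comparison called 4450 genes with edgeR at an adjusted p under 0.05. The 6 libraries allow 10 splits into groups of 3, of which 4 part every same-numbered pair of libraries, and 1 of these 4, the real one, gave as many genes. The other splits that part all pairs gave 0 genes each, with 688 to 908 genes at an unadjusted p under 0.05. A design with 4 such splits cannot give a share under 0.05, so this share cannot decide whether the groups arose by chance. The share of genes without overlap argues against chance for the genes as a set, although genes are not independent. The mutants did not overlap in 42.0% of genes, where chance gives 10%. In the simulated data, the comparison that held only the neighbouring genes as changes gave 3 calls among 18443 unchanged genes. Each simulated gene was drawn on its own. These calls therefore cannot show what differences between tumors that move many genes together would give. The comparisons with WT gave the same share of splits, as 1 of 4 reached 6825 genes for D538G and 1 of 4 reached 7574 genes for Y537S. The splits that leave some same-numbered libraries in the same group, of which there were 6 per comparison, gave 0 or 1 genes. At an unadjusted p under 0.05, the splits other than the real one gave 108 to 711 genes for D538G and WT, 132 to 1290 for Y537S and WT, and 204 to 932 for the mutants.

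Technical differences between libraries were then removed in turn. After correction for GC content, 97.5% of the 4450 genes were still called, after correction for gene length 97.8%, and after thinning to equal depth 95.4%. The same corrections kept 92.5%, 98.4% and 96.5% of the genes called in D538G against WT and 91.3%, 98.1% and 96.0% of those in Y537S against WT. Runs of neighbouring genes that shifted together held only 354 tested genes between the mutants, 414 in D538G and 115 in Y537S against WT. Most calls therefore had to lie outside them, and 94.8%, 95.5% and 98.9% did. Within the runs 65.5%, 73.7% and 73.0% of genes were called, against 23.8%, 36.5% and 40.5% of all tested genes. The top 10 genes took at most 6.59% of a library, so a few genes taking most of the counts was not an issue. Residual mouse reads were examined through the list of stromal and blood genes, which camera at an inter-gene correlation of 0.01 gave p = 0.747 between the mutants, p = 0.349 in D538G against WT and p = 0.219 in Y537S against WT. These p-values set the list against all other genes. Its own mean log2 fold change was -0.85 in D538G and -0.84 in Y537S against WT, and -0.0037 between the mutants. The share of counts in the genes of this list other than collagens was not higher in WT (0.00232% to 0.00330%) than in D538G (0.00280% to 0.00315%) or Y537S (0.00268% to 0.00319%). Single markers differed from this pooled share. DCN had 30, 13 and 13 counts in WT, 4, 4 and 2 in D538G and 18, 0 and 2 in Y537S, LUM had 5, 27 and 2, then 3, 2 and 2, then 0, 0 and 0, and the median marker other than collagens was at -0.819 in D538G and -0.172 in Y537S against WT. PTPRC went the other way, with 26, 16 and 13 counts in WT, 45, 83 and 43 in D538G and 83, 50 and 56 in Y537S. DCN, LUM and PTPRC were singled out after their values were seen. For the genes of this list, the differences against WT cannot be told apart from mouse reads. An excess of mouse reads in WT would not raise the 3442 genes called higher in D538G or the 3714 in Y537S. An excess in the mutants was not seen in the pooled share, although PTPRC was higher there. DCN, LUM and PTPRC hold few of the pooled counts, so the share rests mainly on other genes of the list. It can therefore miss changes in markers with few counts. Whether mouse reads bear on other genes called lower was not tested. The design also gives 1 clone per genotype. A candidate explanation for part of the 4450 genes is a difference between the receptor alleles, and it cannot be separated from a difference between clones.

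Opposite directions against WT were found in 221 genes, and all 221 also passed the direct test between the mutants. Calls of opposite sign against WT make that outcome nearly certain, so it adds no support of its own. Shared WT libraries cannot give opposite signs. Of 100 splits drawn from the 108 that give each group 1 library of every number, 2 had as many genes in opposite directions. The other one keeps the 3 real groups and takes a mutant as the reference, and every further split had 0 such genes. Those further splits mix genotypes within groups, which widens the spread, so their 0 is not a measure of chance alone. Genes were ranked by the smaller of their absolute log2 fold changes in D538G and in Y537S against WT. By this ranking the first genes that met the naming conditions were CNTN3, at least 215-fold higher in D538G than in Y537S, PLXNA2 (log2 difference 7.30) and ZNF728 (8.87). ZNF728 lies in a run of neighbouring zinc finger genes, and CNTN3 and PLXNA2 do not lie in runs.

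The gene lists differed between the mutants as follows. The estrogen response list had a mean log2 difference of -0.36, the cell cycle list of 0.14 and the hypoxia list of -0.65, D538G against Y537S. For each of these, 1 of the 4 splits that part every same-numbered pair gave a mean as large. Against WT, the estrogen response and cell cycle lists were matched in 1 of 4 splits for either mutant, whereas the hypoxia list was matched in 3 of 4 splits for D538G and in 2 of 4 for Y537S. With the inter-gene correlation estimated from the data, camera in limma gave adjusted p-values of 0.0759, 0.540 and 0.435 for the mutants on the estrogen response, cell cycle and hypoxia lists, against ranges over the alternatives of 3.58e-07 to 0.0759, 0.000130 to 0.540 and 6.36e-19 to 0.435. The estimated correlation was 0.040 for the estrogen response list, 0.49 for the cell cycle list and 0.77 for the hypoxia list. Genes of the hypoxia list therefore moved together from tumor to tumor, and its difference could reflect how oxygenated the sampled pieces of tissue were, which was not tested. No list difference is established here as biological.

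Of the 30 named genes that were tested, 24 differed between the mutants. After correction for GC content 0 of the 23 with a GC value lost their adjusted p under 0.05, after correction for length 0 of 23, and after thinning to equal depth 0 of 24. Among genes much higher in D538G were MAGEC2 (at least 976-fold), ZNF354C (at least 816-fold), ZNF99 (at least 261-fold), ZNF677 (at least 174-fold) and ZNF667 (log2 difference 8.18). Those higher in D538G because they fell furthest in Y537S were GSTM4 (7.03), PLA2G16 (6.23), UG0898H09 (4.63), ZNF462 (3.24) and CACNG4 (2.83). Genes lower in D538G were PLXDC2 (-9.05), B3GALNT1 (-8.37), GPC6 (-7.97), CDH7 (-5.59) and FLRT2 (-5.24), and BCHE was at least 17.2-fold lower. KCNIP4-IT1 (-2.95), PGR (-1.77) and ADGB (-1.54) rose in both mutants, less in D538G. GREB1 differed by -2.43 and PDZK1 by -1.15. PDZK1 lost its call under some other alternatives, such as the replicate block (edgeR adjusted p = 0.0597), and its edgeR adjusted p reached 0.114. For the members of multigene families among these, reads shared between paralogs remain an explanation, because how such reads were counted is not stated. Genes that are at the floor in 1 genotype and far above it in another, in 3 of 3 tumors, may reflect a stable state of the clone that was used, and clone and allele cannot be told apart for them.

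PGR was looked at with its neighbours, because it fell in a run with a raised median in D538G. The 24 nearest tested genes had a median log2 fold change of 0.144 in D538G and 0.359 in Y537S, far below the 6.48 and 8.25 of PGR itself. The run that holds PGR in D538G, from TMEM133 to KBTBD3, had a median of 0.853 over its 25 genes, also far below PGR. A shift shared by the whole neighbourhood is therefore not the explanation for the size of the rise. The neighbour that rose most was MMP10, with log2 fold changes of 7.68 and 8.19, a gene chosen after its values were seen. An effect of the receptor allele on PGR remains possible, and it cannot be told apart from a difference between clones. GREB1 rose in Y537S and was not called in D538G, and the direct test between the mutants passed for both genes.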

How the results depend on the processing

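Alternatives chosen after seeing the data were the GC and length corrections, equal depth, the block with GC correction and the removal of runs. The cause of each change below was not tested unless a value is given for it.

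The counts of genes called were within 1.5 times the reported ones under every scaling, filter, tool and design tried, from 5248 to 7444 for D538G, from 5784 to 8027 for Y537S and from 2985 to 5080 between the mutants. The exception is the requirement of a log2 fold change of at least 1, which gave 2209, 2505 and 1314 genes. DESeq2 called 7212, 8027 and 5080. Of the genes called by edgeR it shared 6770, 7520 and 4421.

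Scaling changed the direction of calls more than their number. With library size only, the median log2 fold change of all genes in Y537S against WT was -0.11. Only 34.1% of the calls were then higher, against 49.0% with TMM, and between the mutants 63.4% were higher, against 50.8%. Upper-quartile factors gave 35.6% in Y537S against WT.

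Genes changed in opposite directions numbered 131 to 267 across the 9 fits that each left out 1 library, and genes changed in the same direction 3178 to 4578. The correlation of the fold changes was 0.545 without a low-count filter, 0.695 with at least 10 counts in every library, 0.703 with fits of only the groups compared and 0.588 with separate WT libraries, against 0.662 as reported. The 0.588 was computed on differences of mean log2 CPM and the others on fitted fold changes. Leaving out 1 library gave 0.627 to 0.683.

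With the inter-gene correlation estimated from the data, the lists kept their means and lost their calls. The means were 0.69 and -0.36 for the estrogen response list (Y537S against WT and between mutants), 0.42, 0.28 and 0.14 for the cell cycle list (D538G, Y537S and between mutants) and 0.52 and -0.65 for the hypoxia list (Y537S and between mutants). The camera adjusted p-values were 0.0759 and 0.0759, then 0.379, 0.435 and 0.540, then 0.456 and 0.435, each the highest of its alternatives. The estrogen response list in D538G against WT passed without a low-count filter (0.44, camera adjusted p = 0.0368) and in 5 of 9 fits that left out 1 library (0.33 to 0.48 in these 5, 0.32 to 0.48 in all 9). Its camera adjusted p ran from 0.0267 to 0.435 over the alternatives, and removal of runs lowered the mean to 0.20. The filter of 10 counts in every library lowered it most, to 0.089 (camera adjusted p = 0.229). The hypoxia list in D538G against WT ran from -0.32 to 0.23 and was positive only without WT tumor 3, which was the highest WT tumor on that list (0.58).

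The labels do not say whether same-numbered tumors share anything else, and these tumors did not deviate together, with mean correlations of their deviations of 0.016 (D538G and WT), -0.037 (Y537S and WT) and -0.071 (D538G and Y537S). With the replicate number as a block, edgeR called 5991, 6783 and 3677 genes, as reported beside the other counts. With the block the estrogen response list in D538G was at 0.34 (camera adjusted p = 0.0355), and with the block and the GC correction at 0.36 (camera adjusted p = 0.0271).

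ESR1 was lower in both mutants under every alternative. Between mutants it ran from -0.0234 to 0.0862 when 1 library was left out. Apart from ESR1 between mutants, the named genes whose sign changed were all near 0 in Y537S against WT. PDZK1 (reported as -0.0047) became 0.0043 with DESeq2 size factors, 0.0065 without a filter, 0.0052 with DESeq2, 0.00024 with only the groups compared, 0.023 with the replicate block, 0.0081 with the length correction and 0.0041 with the block and GC correction. MYC (0.01) became -0.086 with library size only, -0.076 with upper-quartile factors, -0.011 with the block and -0.00097 at equal depth. CCND1 (0.07) became -0.030 with library size only and -0.016 with upper-quartile factors, where the medians of all genes were -0.11 and -0.10, against -0.0096 with TMM. Leaving out 1 library gave -0.41 to 0.41 for PDZK1, -0.33 to 0.21 for MYC and -0.36 to 0.35 for CCND1. Over all 52 named-gene comparisons, the alternatives gave 1063 values with the same direction and call, 13 weaker, 7 stronger and 22 reversed. The stronger ones were MYC in D538G against WT (4 alternatives, adjusted p 0.0102 to 0.0453) and, in 1 alternative each, MYC (0.0282) and CCND1 (0.0288) between mutants and GREB1 in D538G against WT (0.0237). The filter of 10 counts removed 31 of these 52, which have no value under it.

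Depth limits the genes at the floor, where folds are lower bounds. It also limits TFF1 and CXCL12, which were tested only without a low-count filter.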

Other observations

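The tests of gene order, the spread within runs, and collagen genes were chosen only after the results were seen, while the tests of zinc finger genes outside runs, of their summed counts and of other splits were set out before their own outcomes were seen.

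Neighbouring genes shifted together in places. The median log2 fold change of 25 consecutive tested genes was compared with the highest median in 100 permuted gene orders. In D538G against WT 218 of 18667 windows passed, in Y537S against WT 39, and between the mutants 158, so a random order of genes is not the explanation. These windows formed 9, 5 and 10 runs. The window with the lowest median in D538G, from ATAD3C to RER1, had a median of -1.62 over its 25 genes in D538G. Over its 21 expressed genes the median was -1.59 in D538G and -0.67 in Y537S, with 23 and 20 of its 25 genes called lower. The window with the highest median in Y537S, from TAF4 to YTHDF1, had a median of 1.10 in Y537S and 1.16 in D538G over its 19 expressed genes, with 22 genes called higher in each. If whole segments had changed in copy number, their genes would have shifted by a common amount and kept an ordinary spread. The spread was compared with 1000 stretches of as many consecutive expressed genes drawn outside the runs. The interquartile range was 0.332 in the first window in D538G, and 72.6% of the stretches were as wide. It was 0.243 in the second window in Y537S, where 94.8% were as wide. The windows were picked for their medians, so the whole runs that hold them were examined too. The run from WASH7P to MIR4252 in D538G, with 76 expressed genes, had an interquartile range of 0.485 (26.2% of the stretches as wide), and the run from TUBB1 to SRMS in Y537S, with 27, had one of 0.319 (86.0%). The spread in these runs was thus ordinary, which other causes of a common shift would give as well. A difference between clones in the copy number of these segments is a candidate explanation that these values neither exclude nor single out. DNA was not analysed here.

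A cluster of zinc finger genes, from ZNF253 to ZNF99, had the highest median in D538G (2.47 over 25 genes, with 21 called higher and 0 lower). Over its 21 expressed genes the median was 2.64 in D538G and -0.26 in Y537S. Its interquartile range was 3.68, and the widest of 1000 ordinary stretches of as many genes reached 1.15, so an equal gain of copies is not a sufficient explanation. Reads moved between paralogs within the cluster would have left their sum unchanged. The summed CPM of the 25 genes was 358 ± 12.9 in WT, 843 ± 25 in D538G and 333 ± 9.38 in Y537S (SD, n = 3 each), a ratio of 2.35 for D538G and 0.930 for Y537S. Among all 458 tested genes whose symbol is ZNF followed only by digits, 163 were called higher and 35 lower in D538G against WT. Symbols with a further letter, such as ZNF354C, are not among them. The higher calls outnumbered the lower under every scaling (163 and 35 with DESeq2 size factors, 137 and 37 with library size only, 134 and 41 with upper-quartile factors) and with GC correction (159 and 33). In the 404 genes outside runs, 120 were higher and 35 lower, and camera at an inter-gene correlation of 0.01 gave p = 0.00088, but p = 0.115 with the correlation estimated from the data. Higher calls thus extended beyond the cluster. Whether the genes outside runs rose more than other genes depends on whether camera fixes or estimates the correlation. A further run in D538G against WT, from ZNF382 to ZNF607, held 29 genes, of which 96.6% shifted in the same direction. The highest window median in it was 0.973. In Y537S against WT 78 of the 458 were higher and 70 lower. With 1 clone per genotype, an effect of the D538G allele on these genes cannot be told apart from a property of the clone.

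COL3A1, a fibrillar collagen of stroma and a gene chosen after its values were seen, was at 939 ± 539 CPM in WT, 39.4 ± 5.24 in D538G and 16.4 ± 15.5 in Y537S (SD, n = 3 each). Its log2 fold change was -4.58 in D538G and -5.84 in Y537S. Residual mouse reads could give this, as could collagen expression by the cells of the WT clone. Of 21 markers other than collagens 16 could be tested, and their median log2 fold change was -0.819 in D538G and -0.172 in Y537S, with 4 and 3 called higher and 3 and 4 called lower. The share of all counts in these markers was 0.00283%, 0.00232% and 0.00330% in the WT libraries, 0.00280% to 0.00315% in D538G and 0.00268% to 0.00319% in Y537S. The collagens of the list took 0.103%, 0.0762% and 0.189% in WT, 0.00998% to 0.0118% in D538G and 0.00188% to 0.00645% in Y537S. The pooled share of the other markers was thus not higher in WT, although single markers such as DCN were, with 30, 13 and 13 counts in WT and 4, 4 and 2 in D538G. PTPRC was lower in WT, with 26, 16 and 13 counts against 45, 83 and 43 in D538G. Mouse reads counted as human are not excluded by this, because genes can differ in how well reads of the species are separated. DCN and PTPRC also hold few of the pooled counts, so the pooled share can miss changes in such markers.

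Splits of all 9 libraries gave a different picture for each summary of the mutants. Among 100 splits, 1, the real one, had as many genes changed in the same direction as the 4330 reported. The 3 splits that kept WT as the reference and mixed the mutant libraries had 2911 to 2924 such genes. One split kept the real groups with a mutant as the reference and had 1844, and the remaining 95 had 0 to 721. A correlation of fold changes as large as 0.662 arose in 42 of them. Most of the 100 splits mix libraries of different genotypes, so genotype differences as well as a shared reference can raise r in them, and the 42 is not a count of what chance alone gives. The 3 splits that mixed only the mutants had r of 0.918 to 0.925. With separate WT libraries for each mutant r was 0.588, and the splits were not repeated with that measure. These libraries come from 1 WT clone, so what that clone gives to both comparisons stays in this r.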
